A study of Mus musculus with 16 samples.

How the data were processed

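Bulk RNA sequencing had been done on CA1, a subfield of the hippocampus, from male mice aged 3 to 6 months on a C57Bl6 background. The mice were wild type or lacked Neil3, which encodes a DNA glycosylase of the base excision repair pathway. Per the labels' protocols, the brains were frozen unperfused, sectioned at 8 µm, and CA1 was collected with a laser dissection microscope. Libraries were built as DNA nanoballs and sequenced as paired reads of 100 bp on a BGISEQ instrument, per the labels. Home cage mice had no intervention. Mice of the spatial exploration groups were trained in an open field arena with sides of 50 cm for 1 week, 20 min per day, and were killed 20 min after the last session. The labels list 16 samples. Values of 10 were used here, and the 6 samples whose source is named as the learning condition were not analysed here.

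The deposited values are FPKM per gene and library, so the authors scaled fragment counts to the length of the transcript and the depth of the library. The aligner, the quantification program, the genome build and the use of strand are not stated, so no coordinates are given, and antisense or overlapping genes are uncertain. The values stand in 2 tables, one for the 6 exploration libraries with 19156 genes and one for the 4 home cage libraries with 18257 genes. Whether the tables were normalized together is not stated. They were joined on the NCBI gene ID, which gave 17986 shared genes. Of the genes found in a single table, 1170 were in the exploration table, with a highest value of 1.03 FPKM, and 271 in the home cage table, with a highest value of 0.87 FPKM. These were left out. The symbols of 24 genes read as dates, and 2 entries share a symbol. These entries were told apart by gene ID. No gene with a mean of at least 50 FPKM (1767 genes) was listed at 0 in any library.

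FPKM values are not counts, and with 2 decimals they do not give whole fragments for most genes, so no count test was run. Depth was estimated from the spacing of low values (0.08 to 0.6 FPKM), taking transcript lengths from GENCODE less an offset of 100 nt. It came to 18900000 to 20300000 fragments per library, or 17100000 to 18200000 with no offset. In simulated libraries the estimate had an error of 0.0%. These were built with the same lengths, offset and whole fragments that the estimate assumes, so they do not test those assumptions. In the real libraries the fit of the spacing was 0.51 to 0.61, where 1 would be exact. At this depth 1 fragment on a transcript of 1 kb is worth about 0.051 FPKM, which sets the precision of low values.

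Each gene was tested with limma (version 3.58.1, in R 4.3.3) on log2(FPKM + 1) with a prior variance that follows expression. Genes entered with at least 1 FPKM in at least 2 libraries, which left 11892. All 10 libraries were fitted together with 1 mean per group of genotype and environment, so that the groups shared an estimate of the spread (6 residual and 5.71 prior degrees of freedom). Adjusted p-values are Benjamini-Hochberg values across the tested genes of a comparison, and a gene was called at an adjusted p under 0.05. Log2 changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The 7 comparisons were genotype in each environment and averaged over both, environment in each genotype and averaged over both, and the difference between the genotypes in the response to exploration. Each environment sits in 1 table, so a difference between environments cannot be told apart from a difference between the tables.

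Gene lists were written out before the data were examined, as were the comparisons, the tests, the rule for naming genes and all alternatives but 2. The immediate early, synaptic and base excision repair lists were tested with camera in limma at a preset correlation of 0.01, with fry and an estimated correlation beside it. Genes within 20 Mb of Neil3, by their order and spacing in the GRCm38.p6 annotation, were tested on the mean absolute moderated t against 10000 random sets matched on expression. These 16 set tests were adjusted as 1 family. Of the tested genes, 99.8% matched that annotation by gene ID and 98.2% had a GC content and a transcript length. Marker lists of CA1, CA2 and CA3 and dentate neurons, interneurons, astrocytes, oligodendrocytes, microglia, endothelium, choroid plexus and blood were tested with camera in all comparisons, adjusted over 70 tests. They were tested at the preset correlation alone, without fry or an estimated correlation. Sex-linked genes were read per library. The difference in Neil3 used an exact permutation test.

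The rule for named genes was Neil3 always and, per comparison, the 3 genes with the largest rise and the 3 with the largest fall among called genes whose libraries did not overlap between the groups (for averaged comparisons and the difference in response, among all called genes). From the lists, up to 5 genes past the threshold adjusted over the list alone were named, and Fos, Arc, Egr1 and Npas4 always. Genes named outside it are marked as such.

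Alternatives were a pseudocount of 0.1, no filter, a filter of 5 FPKM in 2 libraries, median-of-ratios size factors, quantile normalization, no variance trend, robust empirical Bayes, only the groups of a comparison, leaving out each library, distances of 5 Mb and 40 Mb from Neil3, the 1000 most variable genes for the principal components, and the removal of GC content and transcript length trends. The last, and leaving out each library for the marker lists, were chosen after seeing the data. The fit was tested on simulated data with 200 of 11892 genes changed. For a log2 change of 1 it recovered 98% between genotypes in the home cage, 98% after exploration and 93.5% for the difference in response. For a log2 change of 0.5 it recovered 44%, 77.5% and 9.5% in the same order. Of 100 unchanged lists simulated for genotype after exploration, camera called 2%. Genes were simulated independently of each other and the lists were random. The 2% therefore does not show how camera fares on lists whose genes move together. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for joining and drawing.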

Results

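CA1 expression was compared between mice labelled wild type and mice labelled Neil3-/-, at baseline in the home cage and after spatial exploration. The home cage groups had 2 libraries each and the exploration groups 3 each, 1 mouse per library. Values were FPKM as the authors deposited them. FPKM summed to between 405718 and 466701 per library, and between 11114 and 11623 genes reached 1 FPKM. The 10 most abundant genes held 5.27% to 6.67% of the sum. The estimated depth was 18900000 to 20300000 fragments per library, so depth was alike across the groups. Replicate numbers only name the libraries.

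Neil3 (gene ID 234258), the targeted gene, was read first as a check of the labels. Its values in the libraries labelled Neil3-/- went against them. Values near 0 in libraries labelled wild type do not by themselves go against that label, since the labels give no expected level. In the home cage it was listed at 0 in both libraries labelled wild type and at 13.77 and 15.22 FPKM in those labelled Neil3-/-. After exploration it was listed at 0, 0 and 0.05 FPKM in the libraries labelled wild type and at 15.13, 11.85 and 8.35 FPKM in those labelled Neil3-/-. Over both environments the mean was 12.86 FPKM ± 2.87 (SD, n = 5) in the libraries labelled Neil3-/-, a difference of 12.85 FPKM. The exact two-sided permutation p was 0.00794, the smallest that 252 splits can give. Within the home cage no p below 0.333, and within exploration none below 0.1, could be reached. Size factors moved the difference most among the rescalings, to 12.8 FPKM. Because the transcript was present where the label names a knockout, the groups are called KO-labelled and WT-labelled, and every direction between genotypes is that of KO-labelled relative to WT-labelled.

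**Figure D1:**
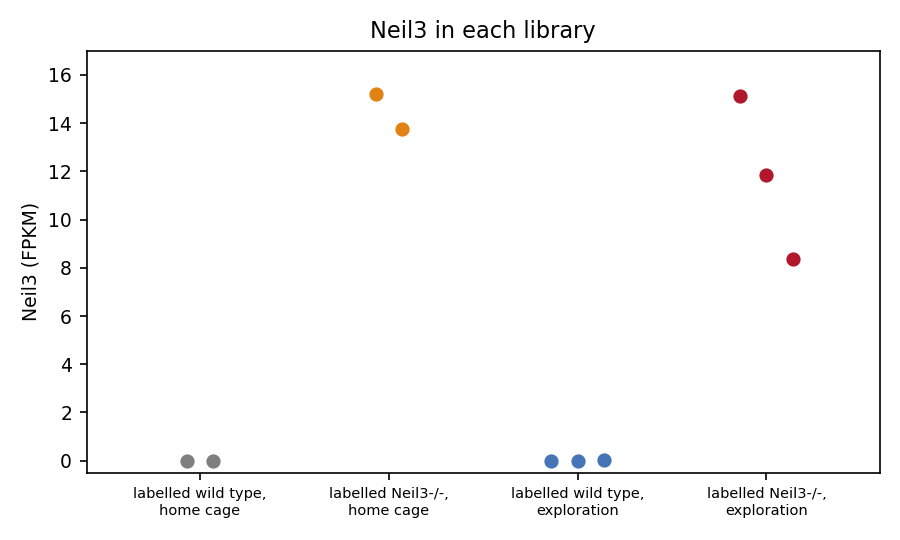
Neil3 in each library in FPKM (y axis) by labelled genotype and environment (x axis); each point is 1 library. All 5 KO-labelled libraries lie between 8.35 and 15.22 FPKM, and the 5 WT-labelled libraries at or below 0.05 FPKM.

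Over the 11892 tested genes, the first principal component held 46.8% of the variance and separated the environments, and the second held 18.7% and separated the labelled genotypes. With the 1000 most variable genes the first component held 53.7%. Correlations across genes, which are not independent replicates, were 0.989 to 0.997 within a group, 0.978 to 0.993 between labelled genotypes in the same table, and 0.968 to 0.988 within a labelled genotype between the tables. Sex-linked genes were male-typical in all 10 libraries, with Xist at most 0.09 FPKM and Ddx3y at least 8.84 FPKM.

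**Figure D2:**
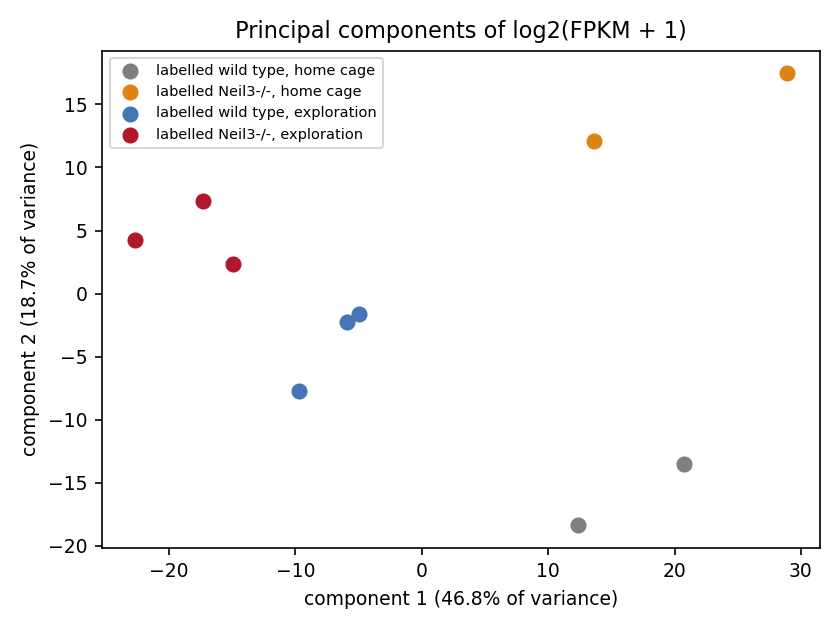
Libraries on the first 2 principal components of log2(FPKM + 1); the axes hold 46.8% and 18.7% of the variance and each point is 1 library. Exploration and home cage libraries, which come from separate tables, lie on opposite sides of the first axis, and KO-labelled and WT-labelled libraries on opposite sides of the second.

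The genotype effect at baseline was tested in the home cage. Of 11892 genes, 425 were called by limma, 252 higher and 173 lower in the KO-labelled libraries. No filter on low values moved this count most among the analysis settings, to 47. Single libraries decided much of it: without KO-labelled home cage library 2 the count was 13, without WT-labelled home cage library 1 it was 15, and without WT-labelled home cage library 2 it was 194. It was 212, 254 and 241 without WT-labelled exploration library 1, WT-labelled exploration library 2 and KO-labelled exploration library 2, which enter through the shared spread. Apart from Neil3, the largest rises were in Ccl21b and Ndrg1. Ccl21b (gene ID 100042493) was listed at 0 in both WT-labelled libraries and at 26.14 and 26.76 FPKM in the KO-labelled ones (limma adjusted p 2.22e-07). Ndrg1 rose from 4.44 ± 1.65 to 40.94 ± 19.1 FPKM (SD, n = 2 and 2; log2 change 2.9, SE 0.43, limma adjusted p 0.01). It was not called without KO-labelled home cage library 2 (log2 change 2.42) or WT-labelled home cage library 1 (2.59). Srp54c (gene ID 100101806) was listed at 0 in both KO-labelled libraries and at 39.44 and 42.52 FPKM in the WT-labelled ones (limma adjusted p 9.66e-11). Erdr1 fell from 28.14 ± 13.8 to 1.245 ± 1.66 FPKM (log2 change -3.84, SE 0.47, limma adjusted p 0.00384), and Lct from 17.4 ± 3.15 to 3.25 ± 3.1 FPKM (log2 change -2.33, SE 0.44, limma adjusted p 0.0217). Erdr1 was not called without WT-labelled home cage library 1 (log2 change -3.34). Lct was not called without that library (-2.15), WT-labelled home cage library 2 (-2.5) or KO-labelled home cage library 2 (-1.5). Ccl21b and Srp54c have near-identical paralogs, and Erdr1 lies in a repeated region, so how their fragments were assigned is uncertain.

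After spatial exploration, 71 genes were called by limma between the labelled genotypes, 23 higher and 48 lower in the KO-labelled libraries. With no filter on low values the count was 16. Leaving out WT-labelled exploration library 1, 2 or 3 gave 17 each, and leaving out KO-labelled exploration library 2 or 3 gave 27 and 38. Ccl21b was at 10.43 ± 3.63 FPKM in the KO-labelled libraries (SD, n = 3) and at 0, 0 and 0.07 FPKM in the WT-labelled ones (log2 change 3.44, SE 0.17, limma adjusted p 6.29e-07). Its predicted copy Gm13304 was listed at 0 in all 3 WT-labelled libraries and at 7.21, 2.17 and 2.98 FPKM in the KO-labelled ones (limma adjusted p 0.00417). Srp54c was at 0.1833 ± 0.115 FPKM against 42.18 ± 1.61 FPKM (log2 change -5.19, SE 0.09, limma adjusted p 1.4e-11). Erdr1 was at 0.4133 ± 0.372 against 15.57 ± 3.94 FPKM (log2 change -3.56, SE 0.39, limma adjusted p 0.00159), and Wdfy1 at 1.55 ± 0.382 against 7.957 ± 0.152 FPKM (log2 change -1.82, SE 0.12, limma adjusted p 1.1e-05). All of these stayed called when any 1 of the 10 libraries was left out.

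Averaged over both environments, limma called 253 genes, 92 higher and 161 lower in the KO-labelled libraries. Removing GC content and transcript length trends, an alternative chosen after seeing the data, gave 484, and no filter gave 54. The count was 28 and 73 without WT-labelled home cage libraries 1 and 2, 162 without KO-labelled home cage library 2, 125 without KO-labelled exploration library 2, and 70, 157 and 62 without WT-labelled exploration libraries 1, 2 and 3. Besides the genes above, Gm3893, a transcribed pseudogene with uncertain assignment of fragments, rose (log2 change 1.94, SE 0.14, limma adjusted p 1.96e-05), and Mid1 fell (log2 change -1.88, SE 0.11, limma adjusted p 3.39e-06). Each moved the same way in both environments. Nnt, read outside the naming rule for a planned test, also fell (log2 change -0.87, SE 0.07, limma adjusted p 8.47e-05).

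The genotype effects of the 2 environments were then compared across genes. They correlated with r 0.15 and rho 0.08, across genes that are not independent replicates. The sign matched for 49.4% of home cage calls, 74.6% of exploration calls and 53.3% of all tested genes. The environments shared 14 called genes where 2.54 would be shared by chance, and 13 of the 14 changed in the same direction. The other was Mir703, named after its values were seen, which was higher in the KO-labelled libraries of the home cage and lower in those of exploration. It was at most 2.82 FPKM in any library.

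**Figure D3:**
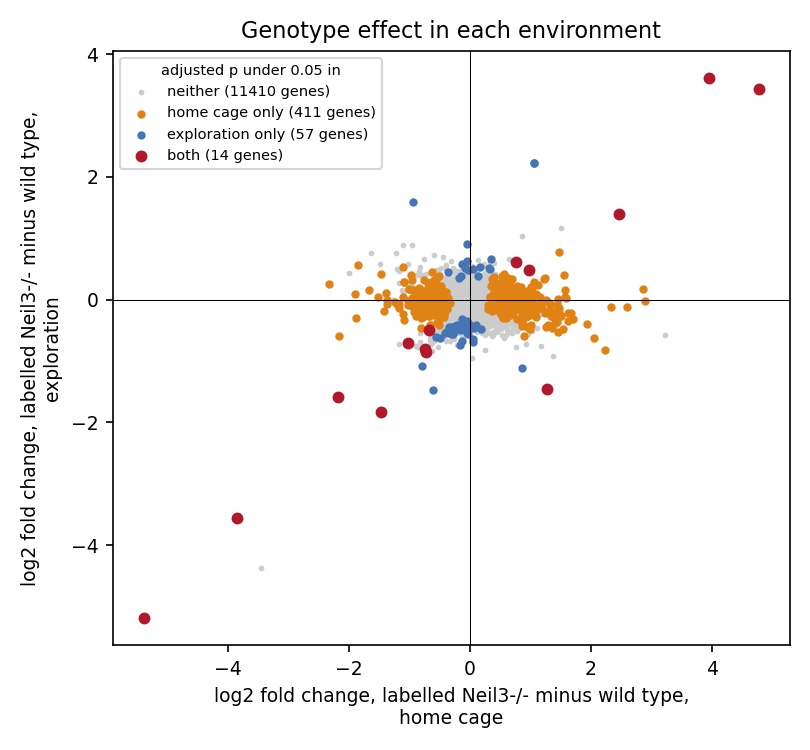
Log2 change on the log2(FPKM + 1) scale of KO-labelled relative to WT-labelled libraries in the home cage (x axis) and after spatial exploration (y axis); each point is 1 tested gene. Genes called in the home cage number 411 outside the shared set, 57 were called after exploration alone and 14 in both, and 11410 in neither.

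Gene lists fixed in advance were tested between the labelled genotypes with camera in limma. The 38 tested immediate early genes did not move as a list in the home cage (mean log2 change 0.08, camera adjusted p 0.264), after exploration (mean 0, median -0.03, camera direction up, adjusted p 0.349) or averaged (mean 0.04, adjusted p 0.203). The home cage and averaged results depended on the WT-labelled home cage libraries. Without library 1 of these the list was called higher (means 0.28 and 0.139, camera adjusted p 5.88e-06 and 4.37e-05), and without library 2 it was lower (means -0.13 and -0.0655, camera adjusted p 0.0422 and 0.19). Leaving out KO-labelled exploration library 2 gave a mean of 0.0581 after exploration and 0.0667 averaged (camera adjusted p 0.0474 each). Adjusted over the list alone, 5 of them passed in the home cage, of which 1 passed over all genes tested. Fosl2 rose from 2.87 ± 0.481 to 10.6 ± 2.62 FPKM (log2 change 1.57, SE 0.21, limma adjusted p 0.00676 over all genes and 0.000286 over the list). It was not called over all genes without KO-labelled home cage library 2 (log2 change 1.34) or WT-labelled home cage library 1 (1.44). Jun rose by 1.53 (limma list adjusted p 0.0338), and Plk2, Npas4 and Arl4d changed by -0.4, -0.81 and -1.13 (limma list adjusted p 0.0239 each). Without WT-labelled home cage library 1 the changes of Jun, Npas4 and Arl4d were 0.903, -0.418 and -0.608. After exploration 0 passed in either adjustment by limma, with 3 of 38 at an unadjusted p under 0.05, and Fos, Arc, Egr1 and Npas4 had log2 changes of -0.08, 0.07, -0.11 and 0.03. Averaged over environments, Fosl2 alone passed in both (log2 change 0.81, limma list adjusted p 0.00251), but not over all genes without WT-labelled home cage library 1 (0.743). Home cage values of Fos, Arc and Egr1 differed by 0.03, 0.03 and -0.24, less than the spread between replicates, and the sign of each depended on which WT-labelled home cage library was used.

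The 57 synaptic genes as a list had camera adjusted p-values of 0.728 in the home cage (mean log2 change 0.04), 0.0525 after exploration (mean -0.1) and 0.41 averaged (mean -0.03, median 0). Adjusted over the list alone, 8 passed in the home cage and 5 over all genes, led by Nrxn3 (log2 change -0.75), Grm2 (1.54), Camk2b (-0.58), Nrxn2 (0.37) and Grm3 (0.82). All 5 lost their call over all genes without KO-labelled home cage library 2 (-0.569, 1.38, -0.466, 0.361 and 0.711) and without WT-labelled home cage library 1 (-0.772, 1.14, -0.575, 0.433 and 0.635). Counting every library left out in turn, Nrxn3, Grm2, Camk2b, Nrxn2 and Grm3 lost it 3, 2, 4, 8 and 7 times. After exploration 1 passed in both, Gabra2, which was at 15.05 ± 1.66 FPKM in the KO-labelled libraries and 43.19 ± 3 FPKM in the WT-labelled ones (log2 change -1.46, SE 0.13, limma adjusted p 0.000252 over all genes and 7.12e-06 over the list). Averaged, 4 passed over the list and 1 over all genes: Gabra2 (log2 change -1.03), Nrxn3 (-0.34), Camk2b (-0.32) and Cacng8 (-0.26), of which Gabra2 passed over all genes.

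The 21 tested base excision repair genes other than Neil3 were slightly lower in the KO-labelled libraries, with a mean log2 change of -0.13 in the home cage (camera adjusted p 0.0499, 4 of 21 higher), -0.1 after exploration (adjusted p 0.148) and -0.11 averaged (adjusted p 0.0227). Neither call held under fry (adjusted p 0.128 and 0.0721) or an estimated correlation (adjusted p 0.458 and 0.401). By limma 0 of the 21 genes passed in any of the 3 comparisons, over the list alone or over all genes, with 1, 3 and 7 at an unadjusted p under 0.05.

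A targeted allele can carry a chromosome segment around the gene, so genes within 20 Mb of Neil3 were tested as a set of 178. Their mean absolute moderated t was 1.42 in the home cage against 1.34 in matched random sets (adjusted p 0.26), 1.5 against 1.31 after exploration (adjusted p 0.052) and 1.66 against 1.4 averaged (adjusted p 0.0499). Within 5 Mb it was 2.94 and 2.8 in the home cage and after exploration (adjusted p 0.0101 each). After exploration 7 of the 178 were called, or 3.93%, against 0.539% of genes farther away (odds ratio 7.55, Fisher's exact p 8.21e-05). Home cage calls numbered 5 (odds ratio 0.781, Fisher's exact p 0.837), and averaged 8 (odds ratio 2.22, Fisher's exact p 0.0571).

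The response to exploration was tested within each labelled genotype. The tables of the 2 environments were listed separately and each environment sits in 1 table, so these differences cannot be told apart from a difference between tables. Limma called 750 genes in WT-labelled libraries, 240 higher and 510 lower after exploration, and 3400 in KO-labelled libraries, 1429 higher and 1971 lower. Fitting only the groups compared gave 1710 and 1700, so the larger count in the KO-labelled libraries came with the spread shared over all groups. Without KO-labelled home cage library 2 the 3400 became 505. The 750 became 241 and 84 without WT-labelled home cage libraries 1 and 2, and 230, 318 and 366 without WT-labelled exploration libraries 1, 2 and 3. Effects in the 2 labelled genotypes correlated across genes with r 0.54 and rho 0.51, and 493 genes were called in both, 489 in the same direction, where chance would give 214. Averaged over genotypes 3790 were called, 1504 higher and 2286 lower, or 1916 without KO-labelled home cage library 2 and 2005 without WT-labelled home cage library 2. Under size factors 51.9% of the averaged calls were higher, against 39.7% as deposited, and in the KO-labelled libraries 54.6% against 42%.

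In the WT-labelled libraries Bc1 rose from 26.65 ± 5.27 to 218.2 ± 20.7 FPKM (SD, n = 2 and 3; log2 change 3, SE 0.34, limma adjusted p 0.000505) and Egr2 from 1.66 ± 1.51 to 13.81 ± 2.73 FPKM (log2 change 2.59, SE 0.27, limma adjusted p 0.000328). In the KO-labelled libraries the largest rises were in Pcp4 (log2 change 3.18, SE 0.61, limma adjusted p 0.00455), Scn4b (2.45, SE 0.3, limma adjusted p 0.000951) and Fos, and Grp fell by 3.06 (SE 0.8, limma adjusted p 0.0165). Pcp4 also varied widely without exploration, at 84.32 and 10.66 FPKM in WT-labelled home cage libraries 1 and 2. The WT-labelled exploration libraries were at 49.69 to 56.31 FPKM. WT-labelled home cage library 1 also had the highest home cage value of most markers of CA2 and CA3, so dissection stays open for Pcp4. Grp (-2.79) and Fos (2.41) were not called without KO-labelled home cage library 2. The largest falls in both were in ribosomal and other repeated transcripts. Rn18s went from 1729 ± 20.6 to 7.92 ± 1.98 FPKM in WT-labelled and from 2128 ± 382 to 9.06 ± 1.31 FPKM in KO-labelled libraries (averaged log2 change -7.67, SE 0.12, limma adjusted p 4.39e-12). Rn4.5s was at 7.74 to 11.88 FPKM in the home cage and was listed at 0 in 5 of 6 exploration libraries. Gm9839 in WT-labelled libraries changed by -2.43 (SE 0.2, limma adjusted p 6.52e-05), and Rn45s averaged by -2.64 (SE 0.09, limma adjusted p 1.64e-08). Bc1, Egr2 and Fos led the averaged rises with log2 changes of 2.38, 2.16 and 2.5.

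Immediate early genes were the list tied most closely to the time of killing after the last session. Of 38 tested, 34 were higher after exploration in the WT-labelled libraries (mean log2 change 0.75, camera adjusted p 1.01e-18) and 33 in the KO-labelled ones (mean 0.67, camera adjusted p 1.21e-10). Averaged over genotypes 34 were higher (mean 0.71, camera adjusted p 2.27e-15). All 3 calls held under fry (adjusted p 0.00478, 0.00488 and 0.00178) and none under an estimated correlation (adjusted p 0.094, 0.139 and 0.094). Adjusted over the list alone 29, 27 and 31 passed, against 18, 27 and 31 over all genes. Of those over all genes 0, 3 and 1 were lower. Fos rose from 9.39 ± 9.74 to 44.82 ± 4.37 FPKM in WT-labelled and from 6.94 ± 0.311 to 42.64 ± 5.91 FPKM in KO-labelled libraries (log2 changes 2.55 and 2.45, SE 0.45, limma adjusted p 0.00816 and 0.00369). Arc rose by 1.65 and 1.69 (SE 0.32, limma adjusted p 0.0127 and 0.00397), Egr1 by 1.08 and 1.22 (SE 0.22, limma adjusted p 0.0149 and 0.0031), and Npas4 by 0.63 and 1.47 (SE 0.19, limma adjusted p 0.0728 and 0.00108). In the WT-labelled libraries Btg2, Junb, Egr4 and Dusp1 rose by 2.33, 1.31, 1.23 and 1.2. In the KO-labelled ones Arl4d, Btg2, Dusp5 and Junb rose by 2.12, 1.81, 1.99 and 1.28. The 3 called falls there, named after their values were seen, were in Jun (-1.53, SE 0.4, limma adjusted p 0.0166), Fosl2 (-0.89, SE 0.19, limma adjusted p 0.00675) and Amigo3 (-0.47, SE 0.14, limma adjusted p 0.0263). None of the 3 was called without KO-labelled home cage library 2 (-1.12, -0.65 and -0.39), and Jun (-1.31) and Amigo3 (-0.42) were not called without KO-labelled exploration library 2. The fall called in the average was in Amigo3 (-0.43, SE 0.1, limma adjusted p 0.00726). Averaged, Btg2, Junb, Egr4 and Tiparp rose by 2.07, 1.3, 1.19 and 0.81. WT-labelled home cage library 1 had the higher value of the WT-labelled home cage pair for Fos, Arc, Egr1 and Npas4. Without WT-labelled home cage library 2 the WT-labelled changes were 1.4 for Fos, 0.797 for Dusp1, 0.933 for Arc, 0.627 for Egr1 and 0.895 for Egr4, the last 3 no longer called. Egr1 also lost its WT-labelled call without WT-labelled exploration library 2 (1.03). Without KO-labelled home cage library 2 the KO-labelled changes of Fos, Arc and Egr1 were 2.41, 1.37 and 1.07 and none was called.

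**Figure D4:**
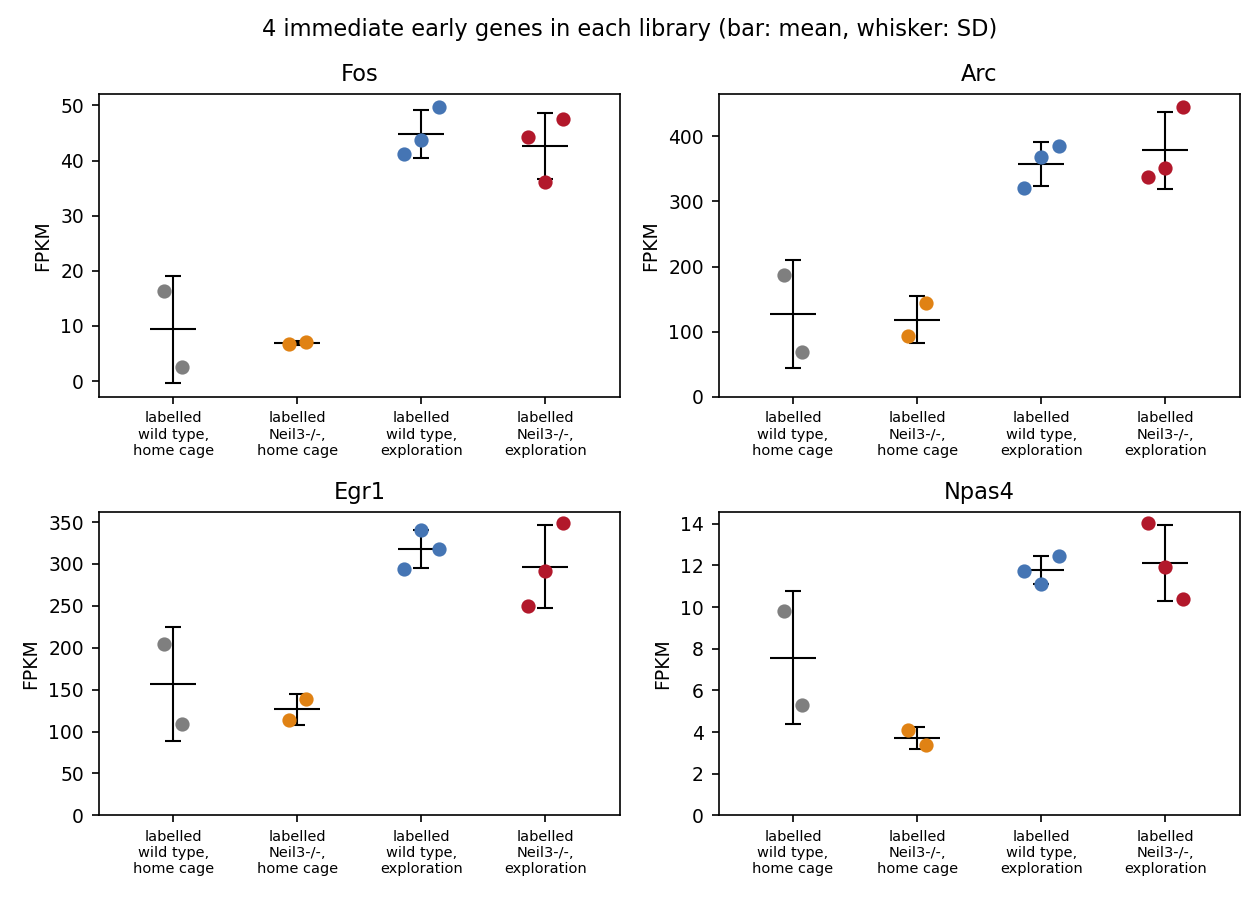
Fos, Arc, Egr1 and Npas4 in each library in FPKM (y axes) by labelled genotype and environment (x axes); points are libraries, bars group means and whiskers SD. Home cage and exploration values, which come from separate tables, do not overlap in any of the 4 genes.

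Whether the response differed between the labelled genotypes was tested as a difference of the within-table genotype effects. By limma 104 genes were called, 43 with a larger response in the KO-labelled libraries and 61 with a smaller one, all at adjusted p-values near 0.0496. With a pseudocount of 0.1, with no filter and with no variance trend limma called 0, with 1897, 2515 and 1910 genes at an unadjusted p under 0.05 against 1915 in the fit with 104 calls. Limma also called 0 without WT-labelled exploration library 1, KO-labelled exploration library 3, WT-labelled home cage library 1 or KO-labelled home cage library 2 (1463, 2282, 1389 and 1299 at an unadjusted p under 0.05). It called 1, 2, 58, 330 and 436 without WT-labelled exploration library 2, KO-labelled exploration library 2, WT-labelled exploration library 3, KO-labelled exploration library 1 and KO-labelled home cage library 1. Of the 104 genes, 85 were also called between genotypes in the home cage and 7 after exploration, and 97 in the response of KO-labelled against 11 of WT-labelled libraries. In 93 the KO-labelled response was the larger by absolute size. In 88.5% the home cage effect was the larger, against 72.8% in 100 simulations with no change. There the home cage effect is the larger more often because its groups have fewer libraries, 2 against 3.

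The largest differences in response were log2 2.52 for Xlr3b (SE 0.46), 2.41 for Scn4b (SE 0.42), 1.98 for Itga7 (SE 0.3), -2.92 for Ndrg1 (SE 0.56) and -2.45 for Rprm (SE 0.48), each at limma adjusted p 0.0496. Mir703 was listed at 0 in both WT-labelled home cage libraries and at 1.01 and 1.94 FPKM in the KO-labelled ones. After exploration it was at 1.89 to 2.82 FPKM in the WT-labelled libraries and at 0, 0 and 0.99 FPKM in the KO-labelled ones. Its values above 0 lay near 1, 1.9 and 2.8 FPKM, so they may be steps of few fragments. The immediate early genes as a list did not differ (mean -0.08, camera adjusted p 0.728), but without WT-labelled home cage library 1 or 2 they did, in opposite directions (means -0.281 and 0.128, camera adjusted p 0.000788 and 0.0282). Adjusted over the list alone 3 passed, Fosl2 (log2 difference -1.53), Plk2 (0.52) and Jun (-2.03), and 1 over all genes, Fosl2. Fos, Arc and Egr1 differed by -0.1, 0.04 and 0.14, within the spread between replicates. Npas4 differed by 0.84 (SE 0.27, limma list adjusted p 0.0688), not past the threshold. Its difference was 0.447 to 1.23 without single libraries.

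Marker lists were read to compare the dissected material (camera in limma at the preset correlation of 0.01, adjusted over 70 tests). Neither fry nor an estimated correlation was run for them. Markers of a cell type can move together between libraries, so these p-values may be too small. For the immediate early genes in the WT-labelled response, an estimated correlation took the camera adjusted p from 1.01e-18 to 0.094. Of the home cage values, all 10 astrocyte, 10 oligodendrocyte and 10 microglia markers were higher in the KO-labelled libraries, with mean log2 changes of 0.51, 0.35 and 0.4 (adjusted p 3.22e-07, 0.000673 and 1.06e-05). Endothelial markers rose in 6 of 8 (mean 0.19, adjusted p 0.0621), and interneuron markers in 5 of 10 (mean 0.06, adjusted p 0.491). The 7 markers of CA2 and CA3 were lower (mean -0.96, adjusted p 0.00386), but not past the threshold without WT-labelled home cage library 1 (mean -0.23, adjusted p 0.229) or KO-labelled home cage library 1 (mean -0.86, adjusted p 0.0608). After exploration 6 of the 7 were higher (mean 0.43, adjusted p 0.0589). The 8 tested CA1 markers went both ways (-1.17 to 1.04, median 0.16, adjusted p 0.553), so their mean of 0.01 says little. Of these 3, named after their values were seen, were called by limma: Wfs1 (-1.17, SE 0.26, adjusted p 0.0358), Lmo3 (-0.5, SE 0.11, adjusted p 0.0387) and Mpped1 (0.42, SE 0.1, adjusted p 0.0387). All 3 lost their call without WT-labelled home cage library 1 (-1.07, -0.5 and 0.3), KO-labelled home cage library 2 (-0.68, -0.4 and 0.37), or WT-labelled exploration library 1 or 2 or KO-labelled exploration library 2, which enter through the spread. Wfs1 (-1.26) and Lmo3 (-0.49) also lost it without WT-labelled home cage library 2, and Mpped1 without KO-labelled home cage library 1 (0.46) or WT-labelled exploration library 3 (0.42). The 2 tested dentate markers had a mean of -1.25 (adjusted p 0.0691), from -2.33 for Lct and -0.17 for Trpc6. The 3 tested choroid plexus markers had a mean of -1.71 and a median of -1.1, with Ttr at -3.44 the lowest (adjusted p 0.0157; -0.51 and 0.162 without WT-labelled home cage library 1, and -1.41 and 0.0675 without KO-labelled home cage library 2). The 4 blood markers had a mean of 0.08 (adjusted p 0.643). Of these lists the markers of CA2 and CA3, oligodendrocytes, microglia and astrocytes also passed in the difference in response (means 1.39, -0.51, -0.33 and -0.34, adjusted p 0.000486, 0.000159, 0.00241 and 0.00352). Without WT-labelled home cage library 1 the difference in response of the markers of CA2 and CA3 was 0.67 (adjusted p 0.00475). After exploration 9 of 10 astrocyte markers were higher in the KO-labelled libraries (mean 0.17, adjusted p 0.00907), though not past the threshold without WT-labelled exploration library 3 (mean 0.08, adjusted p 0.135) or KO-labelled exploration library 3 (mean 0.13, adjusted p 0.149). Microglia and oligodendrocyte markers were not past it there (means 0.06 and -0.16, adjusted p 0.221 and 0.0972). Averaged over environments all 10 astrocyte and all 10 microglia markers were higher (means 0.34 and 0.23, adjusted p 3.22e-07 and 3.44e-05). Averaged choroid plexus markers were lower (mean -1.58, median -0.48, adjusted p 0.0172), the mean being carried by Ttr (-3.91), but not past the threshold without WT-labelled home cage library 1 (mean -0.98, adjusted p 0.0908) or KO-labelled home cage library 2 (mean -1.43, adjusted p 0.0675).

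The same lists were read between the environments, which lie in separate tables. In the WT-labelled libraries oligodendrocyte, astrocyte, microglia, interneuron, endothelial and blood markers were higher after exploration (means 0.65, 0.34, 0.36, 0.3, 0.19 and 1.09, adjusted p 3.42e-08, 4.92e-05, 1.25e-05, 0.00208, 0.0179 and 0.000169). In the KO-labelled libraries the markers of CA2 and CA3 (mean 1.46, adjusted p 0.000636) and of blood (mean 0.71, adjusted p 0.0363) were higher. Blood was not past the threshold there without KO-labelled exploration library 1 (mean 0.49), KO-labelled exploration library 3 (0.7) or KO-labelled home cage library 1 (0.6). Oligodendrocyte, astrocyte and microglia markers had means of 0.14, 0 and 0.03 in the KO-labelled libraries (adjusted p 0.221, 0.664 and 0.502). Of the 8 CA1 markers limma called 7 there, 2 higher and 5 lower (-1.46 to 1.1), though most of these calls were lost without KO-labelled home cage library 2. Averaged over genotypes blood, CA2 and CA3, oligodendrocyte, interneuron, microglia and astrocyte markers were higher (means 0.9, 0.77, 0.39, 0.24, 0.2 and 0.17, adjusted p 0.00208, 0.00556, 0.00017, 0.0179, 0.00542 and 0.0165). The averaged call was lost for interneurons without KO-labelled exploration library 3 or KO-labelled home cage library 1 (mean 0.21 each), and for astrocytes without KO-labelled home cage library 1 (mean 0.12).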

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

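For the result below, the tests of dissected material, of cell composition and of GC content and transcript length were chosen after the result was seen, and the count over other splits was planned.

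The effect of genotype differed between the environments for 104 genes by a test of the difference itself, 43 with a larger and 61 with a smaller response in the KO-labelled libraries. Because Neil3 goes against the labels, the direction is that of the labels alone. The adjusted p-values lay at 0.0496, close to the threshold. Of the 60 splits of the libraries within the environments, 3 gave as many calls, so chance was not excluded. One of the other 2 reverses the labels of the home cage libraries, which is the averaged genotype effect with 253 calls. The other gave 283, and put WT-labelled exploration libraries 1 and 2 with KO-labelled exploration library 1.

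A shift common to all libraries of a table cancels in this difference, and estimated depth differed little, at 18900000 to 20300000 fragments. With GC content and transcript length trends removed 52 genes were called, 44 of them among the 104, while 2001 genes had an unadjusted p under 0.05 against 1915 with the trends kept. With the calls this close to the threshold, the lower count does not show how much of the pattern those trends account for. Tissue taken from another part of CA1 or its borders in the home cage libraries is a candidate explanation that stays open. For the size of the home cage change in the markers of CA2 and CA3, this explanation cannot be told apart from a single divergent library. The 7 markers of CA2 and CA3 had a mean log2 change of -0.96 between the labelled genotypes in the home cage, and of -0.23 without WT-labelled home cage library 1 (camera adjusted p 0.229), which had the highest home cage value of 6 of them. With 2 libraries per group 1 of them decides this. Their difference in response went from 1.39 to 0.67 without that library and stayed past the threshold (camera adjusted p 0.00475). In 6 of the 7 markers the home cage values did not overlap between the labelled genotypes, which chance alone would give in 33.3%. Among single markers limma called 5 in the KO-labelled response, 0 in the WT-labelled one and 1 in the difference in response. Taken singly, limma called 0 of these 7 markers in the home cage, with 5 at an unadjusted p under 0.05. Of the 8 CA1 markers 3 were called there. Wfs1 was lower in both KO-labelled home cage libraries, at 64.88 and 127.3 FPKM against 192.41 and 218.93 FPKM, and its log2 change of -1.17 was -0.68 to -1.65 without single home cage libraries. So 1 library does not account for Wfs1, although its call was lost without WT-labelled home cage library 1 or 2 or KO-labelled home cage library 2. Whether dissection or regulation changed it was not tested.

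Glial and vascular content is a further candidate source. In the home cage 36 of 38 astrocyte, oligodendrocyte, microglia and endothelial markers were higher in the KO-labelled libraries, and 35 to 37 without single home cage libraries. A lower share of pyramidal cells alone would raise the markers of every other cell type alike, interneurons included, and is argued against as the whole cause. Glial markers rose by 0.42 and interneuron markers by 0.06 on the log2 scale, a difference of 0.36 (permutation p 1e-05, the smallest that 100000 permutations can give). The difference was 0.32 to 0.39 without single home cage libraries. A lower share of all neurons, which is the same as more glial material, stays open. Oligodendrocyte, astrocyte and microglia markers rose with exploration in the WT-labelled libraries (means 0.65, 0.34 and 0.36) and not past the threshold in the KO-labelled ones (0.14, 0 and 0.03). Of the 104 genes, however, 93 had the larger response by absolute size in the KO-labelled libraries. There 97 were called against 11 in the WT-labelled ones, but the same fit called 3400 genes against 750 in all. With only the groups compared these totals were 1700 and 1710. The counts expected from this imbalance were not worked out, so the 97 and 11 decide nothing alone. By the size of the response, the glial markers and most of the 104 genes departed in different groups, if the 2 tables are comparable. The markers of CA2 and CA3 had a mean response of 1.46 in the KO-labelled and 0.07 in the WT-labelled libraries, the latter 0.79 without WT-labelled home cage library 1 and -0.65 without library 2. The 4 home cage libraries are few, and the permutation was over genes, which are not independent replicates. An effect of the labelled genotype on the response to exploration stays open and untested beside these.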

How the results depend on the processing

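The removal of GC content and transcript length trends and the marker lists without single libraries were chosen after the results were seen, and the other alternatives were planned. The count test was not run, since the values are not counts. Fitting only the groups of a comparison gives no value for averaged comparisons or the difference in response. No paired analysis was possible because each mouse is in 1 group and neither the columns nor the labels carry shared replicate numbers. Where leaving out a library left 1 in a group, the lone library is assumed to vary like the other groups. The cause of the changes given here was not tested, except where fewer libraries or other genes entered.

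Over the settings that keep all libraries, values of named genes were on the same side of the threshold and in the same direction 798 times, no longer past it 43 times, newly past it 9 times and reversed 2 times. Leaving out single libraries gave 879, 84, 21 and 26. Values of gene sets gave 142, 12, 10 and 6, and 126, 13, 14 and 7 without single libraries. Counts of calls stayed within 1.5 times in 44 of 60 cases with all libraries, and in 35 of 70 without single libraries. Marker lists past the threshold kept their call 256 times and lost it 14 times without single libraries. The Neil3 difference was 12.3 to 14 FPKM without single libraries, with an exact permutation p of at most 0.0159. No scaling moved the median of all genes by over 0.1 on the log2 scale.

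With no filter on low values, which tests more genes, limma called 47 genes between the labelled genotypes in the home cage, 16 after exploration and 54 averaged, against 425, 71 and 253. With 5 FPKM in 2 libraries, which tests fewer, 492 were called for the WT-labelled response against 750, and 68 for the difference in response against 104. No variance trend gave 37 for genotype after exploration. Only the groups of the comparison gave 37 for genotype after exploration, 1710 for the WT-labelled response and 1700 for the KO-labelled one, against 3400. Quantile normalization gave 427 for the averaged genotype effect, of which 240 were among the 253, and moved the share higher from 36.4% to 50.4%. The share higher of the averaged response went from 39.7% to 51.9% under size factors, and of the KO-labelled response from 42% to 54.6%. With GC content and transcript length trends removed 484 were called for the averaged genotype effect, 443 for the WT-labelled response and 52 for the difference in response. That difference had 0 calls by limma with a pseudocount of 0.1, no filter and no variance trend (1897, 2515 and 1910 at an unadjusted p under 0.05), against 121 under size factors and 136 under quantile normalization.

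Without single libraries the count for genotype in the home cage ran from 13 (KO-labelled home cage library 2) to 588, and was 15 and 194 without WT-labelled home cage libraries 1 and 2, 212 and 254 without WT-labelled exploration libraries 1 and 2, and 241 without KO-labelled exploration library 2. After exploration it ran from 17 (WT-labelled exploration library 1, 2 or 3) to 104, with 27 and 38 without KO-labelled exploration libraries 2 and 3. Averaged it ran from 28 (WT-labelled home cage library 1) to 319, with 73 without WT-labelled home cage library 2, 162 without KO-labelled home cage library 2, 125 without KO-labelled exploration library 2, and 70, 157 and 62 without WT-labelled exploration libraries 1, 2 and 3. The WT-labelled response ran from 84 (WT-labelled home cage library 2) to 1004, with 241 without WT-labelled home cage library 1 and 230, 318 and 366 without WT-labelled exploration libraries 1, 2 and 3. The KO-labelled response ran from 505 (KO-labelled home cage library 2) to 3568, and the averaged one from 1916 (the same library) to 4248, with 2005 without WT-labelled home cage library 2. The difference in response ran from 0 to 436 (KO-labelled home cage library 1). It was 0 by limma without WT-labelled exploration library 1, KO-labelled exploration library 3, WT-labelled home cage library 1 or KO-labelled home cage library 2 (1463, 2282, 1389 and 1299 at an unadjusted p under 0.05). It was 1, 2, 58 and 330 without WT-labelled exploration library 2, KO-labelled exploration library 2, WT-labelled exploration library 3 and KO-labelled exploration library 1.

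Effects near 0 changed sign. Arc in the home cage was -0.000495 under quantile normalization, and Fos averaged over environments was 0.0158 with a pseudocount of 0.1. Leaving out WT-labelled home cage library 2 or 1 gave, in the home cage, -0.699 to 0.21 for Egr1, -0.679 to 0.746 for Arc and -1.12 to 1.18 for Fos. Averaged, the same libraries gave -0.404 to 0.0507 for Egr1, -0.303 to 0.41 for Arc and -0.599 to 0.553 for Fos. In the difference in response they gave -0.319 to 0.59 for Egr1, -1.26 to 1.05 for Fos and -0.673 to 0.753 for Arc. After exploration, without KO-labelled exploration libraries 1, 2 or 3 in turn, Egr1 ran from -0.232 to 0.00871, Arc from -0.0501 to 0.15, Fos from -0.158 to 0.0371 and Npas4 from -0.0736 to 0.126. No direction can be given for these genotype effects.

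The mean of the immediate early genes between genotypes after exploration, 0 as reported, was 0.00416 with no filter, 0.00986 with 5 FPKM, 0.0193 under size factors, 0.0022 under quantile normalization, 0.00196 with only the groups compared and 0.0179 with the trends removed. It ran from -0.0407 (without WT-labelled exploration library 1) to 0.0581 (without KO-labelled exploration library 2). Without WT-labelled home cage library 2 or 1 it ran from -0.13 to 0.28 in the home cage, from -0.0655 to 0.139 averaged and, for the difference in response, from 0.128 to -0.281. It was past the threshold in the home cage and in the difference in response without either of these libraries, averaged without library 1, and both after exploration and averaged (0.0667) without KO-labelled exploration library 2. Their rise after exploration had the same size but was not past the threshold with an estimated correlation (0.748 in WT-labelled, 0.671 in KO-labelled, 0.709 averaged). The synaptic genes ran from -0.0076 (without KO-labelled home cage library 2) to 0.0804 in the home cage. After exploration they passed the threshold under quantile normalization (-0.109), and ran from -0.127 to -0.064 without KO-labelled exploration library 2 or 1. They also passed it without KO-labelled exploration library 2 or 3 (-0.109), WT-labelled exploration library 2 (-0.0974) and WT-labelled home cage library 1 or 2 (-0.1 each).

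The base excision repair genes lost their call in the home cage with 5 FPKM (-0.0918), with only the groups compared (-0.13), and under fry and an estimated correlation (-0.131 each). Averaged they lost it with 5 FPKM (-0.0664) and under both set tests (-0.113). Without single libraries they ran from -0.145 to -0.116 in the home cage and from -0.13 to -0.0883 averaged. The home cage call was lost without WT-labelled home cage library 2 (-0.116), KO-labelled home cage library 1 (-0.139) or 2 (-0.122), or WT-labelled exploration library 3, KO-labelled exploration library 1 or 3 (-0.131 each). The averaged call was lost without KO-labelled exploration library 3 (-0.0883) or KO-labelled home cage library 2 (-0.109).

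The genes near Neil3 passed the threshold after exploration with a pseudocount of 0.1 (1.5), size factors (1.54), quantile normalization (1.5), no variance trend (1.53), robust empirical Bayes (1.5), the trends removed (1.56), 5 Mb (2.8) and 40 Mb (1.49). They passed in the home cage at 5 Mb (2.94), and lost the call averaged with 5 FPKM (1.62) and 40 Mb (1.54). Without single libraries they ran from 1.3 to 1.58 after exploration and from 1.43 to 1.71 averaged. They passed after exploration without WT-labelled exploration library 1 (1.3) or 2 (1.32), KO-labelled exploration library 2 (1.49) or WT-labelled home cage library 1 or 2 (1.48 each). Averaged, the call was lost without WT-labelled exploration library 3 (1.5), KO-labelled exploration library 1 (1.71) or 3 (1.68), or KO-labelled home cage library 1 (1.58) or 2 (1.68). The first principal component held 53.7% of the variance over the 1000 most variable genes and 44% with a pseudocount of 0.1, against 46.8%.

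Depth limits the low values. At about 0.051 FPKM per fragment on 1 kb, values as low as Neil3 at 0.05 FPKM in 1 WT-labelled library rest on few fragments. In the simulated data a log2 difference of 0.5 in response was recovered for 9.5% of genes, so such differences were mostly not detectable here.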

Other observations

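The tests of Nnt, of clustering along the genome, of other splits of the libraries and of the genes within 5 Mb of Neil3 as a set were planned before their results were seen. All other tests in this part were chosen after: those of the Neil3 labels, the odds ratio of calls near Neil3, the paralogs, the tables, the GC content and length trends, and choroid plexus.

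Neil3 was higher in every KO-labelled library than in any WT-labelled one, the reverse of a loss of the transcript. This argues against wrong labels on single libraries. An exchange of the genotype labels in all libraries cannot be told apart from correct labels, since 0 libraries offered a second marker of the genotype. Transcript made from the targeted allele could also give these values, and it cannot be told apart either. The gene has 1 value per library, with no values per exon. No biological explanation was tested.

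Genes called between the labelled genotypes were more frequent near Neil3 after exploration, with an odds ratio of 7.55 within 20 Mb. The 7 called genes, named after their values were seen, were Ap1m1, Dctd, Galntl6, Scrg1, Slc27a1, Vegfc and Wdr17. This is consistent with a segment of another strain around the targeted gene. In the home cage the odds ratio within 20 Mb was 0.781, but within 5 Mb the genes differed in both environments (mean absolute t 2.94 in the home cage and 2.8 after exploration, adjusted p 0.0101 each). Elsewhere in the genome 243 genes were called in the comparison averaged over environments. Among them 79 neighbouring pairs lay within 2 Mb of each other, against 66.3 in 1000 random draws (permutation p 0.029). Strain segments at other sites could give this excess, as could groups of neighbouring genes that are regulated together, which was not tested.

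Nnt, which carries a deletion in the C57BL/6J substrain, was lower in the KO-labelled libraries without overlap, at 4.05 to 5.44 FPKM against 8.49 to 10.14 FPKM in the WT-labelled ones. Its log2 change was -0.87 averaged over environments (limma adjusted p 8.47e-05), -1.03 in the home cage and -0.71 after exploration. A difference in C57BL/6 substrain between the groups is therefore a candidate explanation for part of the genotype calls. Gabra2 and Wdfy1 were also lower, but had been seen before this was tested. For Gabra2 the gap differed between the environments. In the home cage it was at 34.38 and 23.91 FPKM in the KO-labelled libraries against 39.54 and 49 FPKM. After exploration it was at 13.21 to 16.43 FPKM against 39.86 to 45.68 FPKM. An effect of the Neil3 allele on Nnt, Gabra2 and Wdfy1 was not tested apart from a substrain difference.

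Reads shared between paralogs were weighed for the genes with the largest changes. The sum of Srp54a, Srp54b and Srp54c was 52.33 ± 2.512 FPKM in the KO-labelled and 94.24 ± 1.31 FPKM in the WT-labelled libraries (SD, n = 5 and 5; exact permutation p 0.00794, the smallest possible), a log2 change of -0.84. The sum of Ccl21a, Ccl21b and their copies was 22.74 ± 6.38 FPKM against 0.054 FPKM, a log2 change of 4.45. Its members Gm10591 and Gm13304 have identical values in all libraries, so the same reads may be counted for both. With these counted once the sum was 19.82 ± 7.514 FPKM against 0.054 FPKM, a log2 change of 4.23. Reads moving only between copies would leave these sums level, so the sums of both families argue against it as the whole cause. Copies outside these families, and strain differences in copy number, stay open.

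Calls between the environments cannot be told apart from a difference between the 2 tables in library or batch, since 0 tables hold libraries of both environments. Rn18s was far higher in the home cage table, while Rn28s1, named after its values were seen, was at most 0.01 FPKM there and at 2.24 to 4.57 FPKM in the exploration table. Ribosomal transcripts thus moved in both directions between the tables, a difference that may be technical. For the immediate early genes, a trend with GC content or transcript length as the whole cause is argued against: with the trends removed their averaged mean log2 change was 0.719, still past the threshold.

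Other splits of the libraries were counted for the averaged effects and for genotype after exploration. For the genotype effect averaged over environments 2 of 60 splits gave as many calls, the real one included. This argues against chance but does not exclude it. The other split gave more calls than the real one, 283 against 253. It kept the home cage labels and put WT-labelled exploration libraries 1 and 2 with KO-labelled exploration library 1. For the environment averaged over genotypes 1 of 100 splits drawn gave as many, which argues against chance but not against a difference between the tables. For genotype after exploration 1 of 10 splits, the real one, gave as many calls. With 10 splits the share cannot be under 0.1, so chance could not be excluded.

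Ttr was at 218.7 FPKM in WT-labelled home cage library 1, 118.1 in WT-labelled exploration library 1 and 93.56 in WT-labelled exploration library 2, and at most 4.24 FPKM elsewhere. Of 8 other choroid plexus markers, 5 had their 3 highest values in the same libraries (Folr1, Clic6, Kcne2, F5 and Kcnj13), each at or below 1.21 FPKM. Choroid plexus tissue in the dissected material is a candidate source of Ttr there. Sostdc1, Prlr and Kl did not follow, and Kl was at 8.61 FPKM or more in every library, so other cells of the tissue express it. No biological explanation was tested.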
